A study of Homo sapiens with 10 samples. Its data were reported in "Parallelized multidimensional analytic framework applied to mammary epithelial cells uncovers regulatory principles in EMT" (2023).

How the data were processed

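Gene expression was measured in MCF10A cells on Affymetrix Human Gene 2.0 ST arrays, with 1 array of untreated cells and 1 array for each of 9 times with TGFβ1 at 10 ng/mL (4 h and 1, 2, 3, 4, 5, 6, 8 and 12 days). Per the labels and the methods of the study, cells were kept without serum before harvest and treatments were started at staggered times. By the study's methods, all plates were then harvested together, the untreated one included. The study speaks of 3 biological replicates in general, and whether each array here holds the RNA of 1 culture or of several is not known, so that the spread between arrays may be that of single or of pooled cultures. The authors made the deposited log2 values by RMA, that is, background correction, quantile normalization between arrays and median polish to 1 value per Entrez gene, with a custom mapping of probes to genes. The deposited table held 23786 genes on 10 arrays. All of them were tested, low values included, since detection over background was not used here. Symbols came by Entrez identifier from an NCBI gene table of assembly GRCh38.p14, which gave 23093 genes with a symbol and left 693 without one. The platform table, with a symbol for 22458 genes, was kept for genes the NCBI table could not name, and added none. The NCBI table was used for names alone, and no positions are reported.

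All values were analysed as deposited in R 4.3.3 with limma 3.58.1. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9, pandas 2.3.3 and numpy 2.4.6. The comparisons, the gene lists, the rule for naming genes and the alternatives were fixed before the data were examined, except where stated. Since no time point had a replicate, arrays were grouped into 3 windows that follow the stages the study drew from its other molecular layers. The early window holds untreated cells, 4 h and day 1, the middle window days 2, 3 and 4, and the late window days 5, 6, 8 and 12. A mean per window was fitted in limma with empirical Bayes moderation and the pairs of windows were compared. A gene passed with a Benjamini-Hochberg adjusted p of at most 0.05 over all genes and a log2 difference of at least 1. The spread in this fit is that of arrays at different times, so it holds both array noise and change within a window (median residual SD 0.20). The arrays are not replicates of 1 group, and their number limits the precision.

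For the course over time, each gene was regressed on time in days and its square in limma (untreated cells as time 0), with the moderated F test of both time terms. A gene passed with an adjusted p of at most 0.05, an R2 of at least 0.6 and a largest change from untreated cells of at least 1 log2, whose sign gave the direction. The study states these limits for its own regression on time, whose degree it does not give, and its software for that step was not used here. For 4 h against untreated cells, single arrays allow no test, and genes at least 1 log2 apart were counted. Genes that differed at 4 h and lay within 0.5 log2 of untreated cells in the late window were counted as well, with a count for each array of genes at least 1 log2 beyond both neighbours as a reference for noise. For genes called between the late and early windows, the midpoint of the late change was the first time at which the change from untreated cells reached the midpoint between no change and the mean late change.

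The 42 gene lists were tested in limma by camera with a preset correlation of 0.01, adjusted over 126 tests (42 lists in 3 comparisons). Camera with an estimated correlation called 0 lists in any of the 3 comparisons. At an unadjusted p of at most 0.05 it held 12 lists for late against early, 9 for middle against early and 6 for late against middle. The directional test of fry, which asks whether a list moves on balance and does not compare it with other genes, called 15 lists higher and 8 lower for late against early, 13 and 5 for middle against early, and 1 and 2 for late against middle. For each list, counts of members that passed are given over all genes and adjusted over the list alone. At 4 h, the median of a list was ranked among 10000 random lists of the same size matched on mean expression in 20 bins.

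Genes were named by rule. These are the 12 largest differences in each direction for late against early and the 6 largest for the other pairs of windows, among genes that passed with no overlap between the arrays of the windows. For 4 h, the 10 largest differences in each direction among genes above the median gene were taken, and the 6 largest for genes back near untreated cells in the late window. The 6 largest in each direction were taken for the course over time, and up to 4 members with the largest late minus early difference for each list described, beside the genes named by the study. Unnamed loci were skipped. Genes picked outside the rule are marked as such. Some genes that meet the rule are not reported here.

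The tests were tried on simulated data, 5 tables of 23786 genes with 200 changed genes each. Noise was normal and independent between genes, with no drift in unchanged genes and no array standing apart. The real arrays are not so simple, and false calls on them may be more numerous. For late against early, 44.0% of genes shifted by 1 log2 and 97.2% of genes shifted by 2 log2 were recovered, with 2 false calls per table. For middle against early the shares were 37.6% and 97.2%, and for late against middle 44.4% and 98.4%, with 1.4 false calls per table each. For the course over time these shares were 46.0% and 94.4%, with 4.2 false calls per table. Alternatives covered the limits of the windows, the prior and weights of the fit, the degree and scale of time, the threshold, the baseline, median centring and cyclic loess between arrays, the restriction to genes above the median gene, the tests of lists, and leaving out each array in turn. The other molecular layers of the study were not analysed here.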

Results

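The data follow MCF10A cells, an established line of non-tumorigenic human mammary epithelium, through treatment with 10 ng/mL of TGFβ1, a cytokine that drives these cells from an epithelial to a mesenchymal state (EMT). RNA was measured on 10 whole-transcript arrays. There was 1 array of untreated cells and 1 array each after 4 h and after 1, 2, 3, 4, 5, 6, 8 and 12 days, so that no time point had a replicate. Each array gave a log2 expression value for 23786 genes, of which 23093 carried a gene symbol. The median value per array lay between 2.92 and 2.98, and the number of arrays limits the precision of every comparison. The untreated array stood apart from the 9 treated arrays. The median absolute deviation of its genes from their median over all arrays was 0.238, against 0.0994 to 0.162 in the others. Its mean Pearson correlation with the other arrays, taken across genes, which are not independent replicates, was 0.960, against 0.973 to 0.983. For tests, the arrays were placed in 3 windows of time. The early window held untreated cells, 4 h and day 1 (n = 3), the middle window days 2, 3 and 4 (n = 3), and the late window days 5, 6, 8 and 12 (n = 4).

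The comparison of 4 h with untreated cells asked which genes differed first. Large differences among genes above the median gene were those of the tubulin gene TUBA4A, higher by 3.17, ID1, an inhibitor of DNA-binding factors, higher by 3.00, and the protease gene TLL1, higher by 2.87. GPAM was higher by 2.70 and PMEPA1, a feedback regulator of TGFβ signalling, by 2.62. The matrix genes THBS1 and TNC were higher by 2.52 and 2.47. Among the lower genes, the chemokine gene CXCL1 differed most, from 6.51 to 4.36, the cytokine gene IL1B by -1.85 and the histone gene H4C3 by -1.73.

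Of 30 genes in the list of TGFβ pathway targets and feedback, 13 were at least 1 log2 higher at 4 h and 0 at least 1 log2 lower. The list's median difference of 0.77 lay at percentile 100 of 10000 random lists matched on expression. SKIL, higher by 2.06, and SMAD7, higher by 1.80, both inhibitors of SMAD signalling, were members of this list that were picked after their values were seen. The list of unfolded protein and amino acid stress genes had a median difference of 0.72 (percentile 100), and the immediate early and AP-1 list one of 0.70 (percentile 100). HSPA5, the main chaperone of the endoplasmic reticulum, was higher by 1.26 and the AP-1 gene JUN went from 4.37 to 6.52, both also picked after their values were seen. Integrins had a median of 0.30 (percentile 99.4), and collagens and extracellular matrix one of 0.17 (percentile 99.2). At the other end, cytosolic ribosomal proteins had a median of -0.29 (percentile 0.01), the G2 and mitosis list one of -0.25 (percentile 0.02) and the interferon response list one of -0.12 (percentile 1.30). Over all genes, 525 were at least 1 log2 higher at 4 h and 331 at least 1 log2 lower. Among genes above the median gene the counts were 467 and 155. With 1 array on each side there is no replicate check and no test, and the untreated array, which stood apart, is on 1 side of every difference. At a threshold of 1.5 log2 the total for 4 h against untreated, 856, became 174, and against the mean of untreated and day 1 it became 251. Day 1 is itself treated, so that baseline shrinks any difference that lasted to day 1. Among genes above the median gene, 256 higher and 54 lower genes were still at least 1 log2 the same way at day 1.

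A further count asked which of these early differences were gone in the late window. In the list of genes at least 1 log2 from untreated at 4 h and within 0.5 log2 of it in the late window, there were CHAC1 and TRIB3, both targets of the amino acid stress response. CHAC1 was at 2.94 in untreated cells, 5.42 at 4 h and 3.36 ± 0.63 (SD, n = 4) in the late window, where day 12, at 4.24, was again more than 1 log2 above untreated cells. TRIB3 was at 2.93, then 4.85, then 3.16 ± 0.19 (SD, n = 4). The lipid phosphatase gene PLPP3 was higher by 2.12 at 4 h, the transaminase gene GPT2 by 1.71 and RDH14 by 1.62, and COMMD4 differed by -1.70. In all, 88 genes were higher at 4 h in this way and 43 lower, a split of 119 and 34 after each array was centred on its median. As a reference for the noise of single arrays, 51 genes at 4 h lay at least 1 log2 above both neighbouring arrays and 31 below both, against 9 to 28 above and 6 to 31 below for the arrays from day 1 to day 8. At a threshold of 1.5 log2 the total of transient genes at 4 h, 131, became 14.

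**Figure D1:**
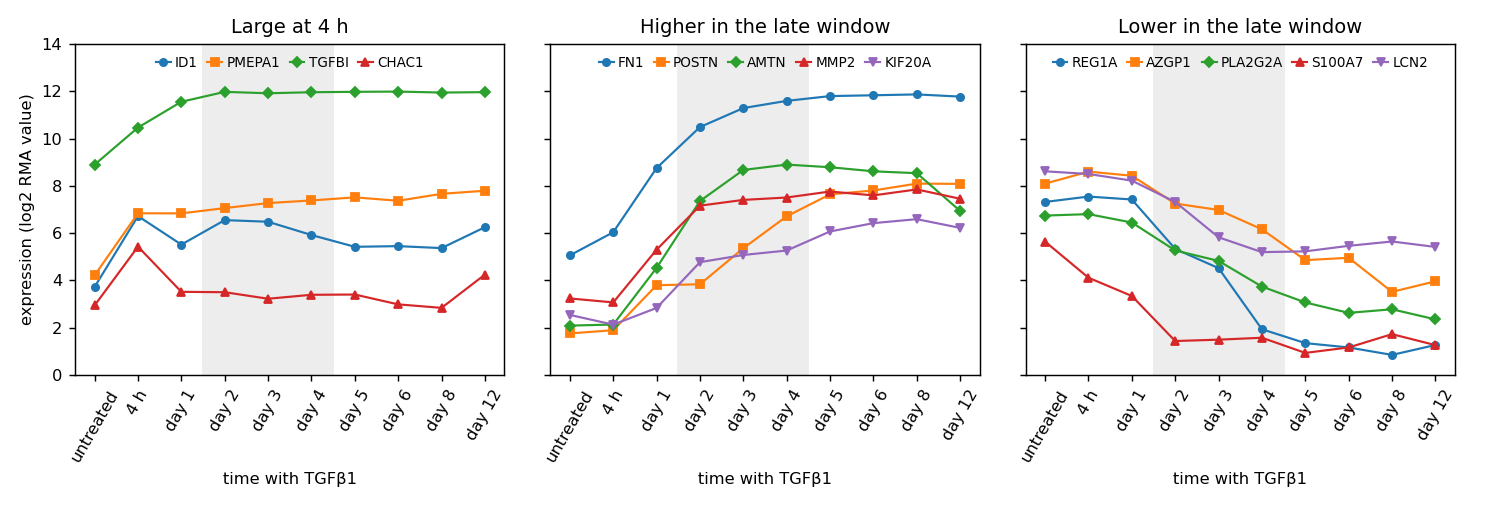
Expression of 14 named genes on each of the 10 arrays, as log2 values against time with TGFβ1 (time points evenly spaced, 1 array per point, lines joining points, grey band marking the middle window). The left panel holds genes with a large difference at 4 h, such as ID1. The middle and right panels hold genes with a higher or a lower late window, such as FN1, with a late mean of 11.82, and REG1A, with a late mean of 1.15.

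The comparison of the late with the early window asked how cells after 5 days or more of TGFβ1 differed from cells in the first day. Genes of matrix proteins were among the largest rises. POSTN (10631_at), the gene of the matrix protein periostin, rose from 2.48 ± 1.14 (SD, n = 3) to 7.90 ± 0.22 (SD, n = 4), a log2 difference of 5.42 (SE 0.60, adjusted p = 0.000173). FN1 (2335_at), which encodes fibronectin, rose from 6.61 ± 1.91 to 11.82 ± 0.04, a difference of 5.20 (SE 0.64, adjusted p = 0.000353). The untreated value of POSTN (1.75) is near background, so the size of its difference may be understated. REG1A (5967_at), which encodes a secreted lectin, fell from 7.43 ± 0.11 to 1.15 ± 0.22, a difference of -6.27 (SE 0.58, adjusted p = 6.09e-05). Its late value lies below the lower quartile of genes on each array (1.64 to 1.80), near background. The size of the REG1A difference may thus be understated.

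Other genes that rose by large amounts were AMTN (5.30), the proteoglycan gene VCAN (4.70), FSTL1 (4.18), the protease genes ADAMTS6 (4.06) and MMP2 (3.80), the mitotic kinesin gene KIF20A (3.83), the elastic fibre gene FBLN5 (3.68), SLITRK6 (3.60), SLC46A3 (3.55) and the chemokine receptor gene ACKR3 (3.52). Other genes that fell by large amounts were AZGP1 (-4.05), the secreted phospholipase gene PLA2G2A (-3.96), the bradykinin receptor gene BDKRB1 (-3.41), OLFM4 (-3.39), PI3, which encodes the protease inhibitor elafin (-3.21), FGFBP1 (-3.18), SLIT2 (-3.15), S100A7 (-3.09), LCN2 (-3.01) and SCGB1A1 (-2.86). The late means of S100A7 (1.27) and FGFBP1 (1.60) are near background as well, as is the untreated value of ACKR3 (1.56). The sizes of these differences may be understated too. In each gene named so far for this comparison, all 4 late arrays lay beyond all 3 early arrays, which the rule for naming genes required. In total 694 genes rose and 390 fell, together 1084 or 4.56% of the genes measured. Of these, 1041 had no overlap between the late and early arrays, which a call favours. Over all 23786 genes the number was 5707, where chance gives 5.71% of genes. The error rests on single arrays at different times and holds any change within a window. Without the untreated array, which stood apart, 880 genes passed.

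The G2 and mitosis list rose furthest. Of its 36 measured members 33 rose, 0 fell and 3 were not called, also 33 adjusted over the list alone, with a median difference of 2.36 (camera adjusted p = 1.22e-46; adjusted p = 0.124 with an estimated correlation). Beside KIF20A, the members with the largest differences were the centromere genes CENPF (3.33, SE 0.27) and CENPE (3.06, SE 0.26) and the topoisomerase gene TOP2A (3.29, SE 0.24). The DNA replication and S phase list had a median of 0.18, with 1 of 37 members higher, 0 lower and 36 not called, and 2 higher adjusted over the list alone (camera adjusted p = 0.000859; adjusted p = 0.445 with an estimated correlation). That member was RRM2, a subunit of ribonucleotide reductase, higher by 1.73 (SE 0.33). Cell cycle inhibitors had 3 of 15 members higher, 0 lower and 12 not called, also 3 adjusted over the list alone, with a median of 0.38 (camera adjusted p = 0.00436; adjusted p = 0.221 with an estimated correlation). These were GADD45B (1.86), CDKN3 (1.80) and GADD45A (1.53).

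Lists of the matrix, adhesion and the cytoskeleton rose as well. Collagens and extracellular matrix had 13 of 46 members higher, 0 lower and 33 not called, also 13 adjusted over the list alone, with a median of 0.53 (camera adjusted p = 2.23e-10). Its largest members were VCAN, FBLN5, TNC (3.24, SE 0.58) and the microfibril gene FBN1 (2.55, SE 0.27). The list of actin cytoskeleton and contractility had 13 of 39 members higher, 0 lower and 26 not called, also 13 adjusted over the list alone, with a median of 0.54 (camera adjusted p = 1.90e-11), and was led by the myosin light chain gene MYL9 (2.74, SE 0.19) and TAGLN (2.46, SE 0.24). Integrins had 9 of 18 members higher, 0 lower and 9 not called, also 9 adjusted over the list alone, with a median of 0.82 (camera adjusted p = 0.000347), and included ITGB3 (2.80, SE 0.42), ITGB6 (2.08, SE 0.50) and ITGB4 (2.02, SE 0.40). Mesenchymal markers had 12 of 35 members higher, 0 lower and 23 not called, also 12 adjusted over the list alone, with a median of 0.37 (camera adjusted p = 1.04e-06), and included SPARC (2.98, SE 0.28). For the matrix, actin, integrin and mesenchymal lists alike, adjusted p = 0.221 with an estimated correlation. Proteases and inhibitors of the matrix had 10 of 29 members higher, 3 lower and 16 not called, 11 and 3 adjusted over the list alone, with a median of 0.23 (camera adjusted p = 0.000516; adjusted p = 0.285 with an estimated correlation). Fibroblast markers had 3 of 15 members higher, 0 lower and 12 not called, also 3 adjusted over the list alone, namely MFAP5 (3.49), DCN (2.92) and FAP (2.82), with a median of 0.03 (camera adjusted p = 0.0350; 0.0640 without day 5; adjusted p = 0.221 with an estimated correlation).

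TGFβ pathway targets and feedback had 8 of 30 members higher, 1 lower and 21 not called, 10 and 1 adjusted over the list alone, with a median of 0.46 (camera adjusted p = 1.37e-06; adjusted p = 0.285 with an estimated correlation). They included LTBP3 (2.43, SE 0.29), TGFB2 (2.34, SE 0.21) and LTBP1 (2.19, SE 0.32), which encode a TGFβ ligand and its latency proteins. The interferon response list had 7 of 50 members higher, 0 lower and 43 not called, also 7 adjusted over the list alone, with a median of 0.27 (camera adjusted p = 5.14e-06; adjusted p = 0.231 with an estimated correlation). YAP targets had 4 of 22 members higher, 1 lower and 17 not called, the same counts adjusted over the list alone, with a median of 0.38 (camera adjusted p = 5.79e-05; adjusted p = 0.231 with an estimated correlation), and included IGFBP3 (2.10) and ANKRD1 (1.70). The Hedgehog pathway list had 1 of 20 members higher, 0 lower and 19 not called, also 1 adjusted over the list alone, with a median of 0.23 (camera adjusted p = 0.00408; adjusted p = 0.231 with an estimated correlation). That member, IFT80, was at 0.84 without the untreated array and not called. WNT and Notch pathways had 6 of 34 members higher, 0 lower and 28 not called, also 6 adjusted over the list alone, with a median of 0.03 (camera adjusted p = 0.0277; 0.102 without the untreated array; adjusted p = 0.231 with an estimated correlation), and included DKK1 (2.08) and FZD2 (1.68). The desmosome and hemidesmosome list had 4 of 23 members higher, 0 lower and 19 not called, 5 higher adjusted over the list alone, with a median of 0.31 (camera adjusted p = 0.000502; adjusted p = 0.333 with an estimated correlation). Its members ITGB4 and LAMA3 (1.27; 0.97 without the untreated array and not called) encode integrin and laminin chains of the hemidesmosome.

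Several lists of protein synthesis and metabolism fell, while fatty acid beta oxidation (1 of 31 members higher, ACAA2, which was under the limit without day 6, at 0.99, or the untreated array, at 0.92; 0 lower, camera adjusted p = 0.765) and arachidonic acid metabolism (4 of 40 higher, 2 lower, camera adjusted p = 0.207) were not called. Of 35 measured cytosolic ribosomal protein genes, 21 fell, 0 rose and 14 were not called, also 21 adjusted over the list alone, with a median difference of -1.11 (camera adjusted p = 3.11e-22; adjusted p = 0.124 with an estimated correlation). They included RPS16 (-1.66, SE 0.17) and RPL35 (-1.57, SE 0.18). In the same comparison, 34 other short abundant transcripts had a median of -0.43, with 1 called lower, and 35 ribosome biogenesis factors a median of -0.55, with 4 called lower. Oxidative phosphorylation had 6 of 35 members lower, 0 higher and 29 not called, 7 lower adjusted over the list alone, with a median of -0.61 (camera adjusted p = 8.30e-15; adjusted p = 0.105 with an estimated correlation), led by COX7B (-1.31, SE 0.16) and CYC1 (-1.22, SE 0.15). Cholesterol synthesis had 6 of 24 members lower, 0 higher and 18 not called, also 6 adjusted over the list alone, with a median of -0.75 (camera adjusted p = 9.51e-09; adjusted p = 0.221 with an estimated correlation), and included DHCR7 (-1.61, SE 0.24) and the sterol sensor gene INSIG1 (-1.52, SE 0.26). Glycolysis had 3 of 23 members lower, 0 higher and 20 not called, also 3 adjusted over the list alone, with a median of -0.44 (camera adjusted p = 1.11e-05; adjusted p = 0.221 with an estimated correlation). These were the hexokinase gene HK2 (-2.05, SE 0.12), PDK1 (-1.76, SE 0.19) and the glucose transporter gene SLC2A1 (-1.61, SE 0.31). Hypoxia targets had 4 of 20 members lower, 1 higher and 15 not called, with a median of -0.27 (camera adjusted p = 0.0153; 0.0508 without day 1; adjusted p = 0.231 with an estimated correlation), and included EGLN3 (-2.70, with a late mean of 1.53 near background). The TCA cycle list had 2 of 21 members lower, 0 higher and 19 not called, also 2 adjusted over the list alone, with a median of -0.30 (camera adjusted p = 0.000516; adjusted p = 0.231 with an estimated correlation). Of these, PC was at -0.96 without 4 h and at -0.94 without the untreated array, under the limit.

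The unfolded protein and amino acid stress list had 5 of 28 members lower, 0 higher and 23 not called, also 5 adjusted over the list alone, with a median of -0.40 (camera adjusted p = 0.00188; adjusted p = 0.563 with an estimated correlation). The 4 h array, on which the list's median was 0.72 above untreated cells, lies in the early window, and without it the median was -0.19 and the list was not called (camera adjusted p = 0.186). On day 12 the median was 0.05 above untreated cells. The members named, ASNS (-2.46, SE 0.32), SLC7A11 (-2.28, SE 0.50) and PSAT1 (-1.73, SE 0.37), act in the synthesis of asparagine, the import of cystine and the synthesis of serine. Keratins and the cornified envelope had 9 of 34 members lower, 1 higher and 24 not called, the same counts adjusted over the list alone, with a median of -0.39 (camera adjusted p = 0.00661; adjusted p = 0.221 with an estimated correlation). Its largest members were not keratins but S100A7, LCN2, S100A8 (-2.69, SE 0.27) and S100A9 (-2.44, SE 0.28), which encode secreted or calcium-binding proteins of epithelial defence, while KRT14 rose by 2.18 (SE 0.52) and was not called without the untreated array (1.65, adjusted p = 0.0627) or without 4 h (1.78, adjusted p = 0.0678).

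Among 50 genes named by the study, 16 rose, 1 fell and 33 were not called, the same counts adjusted over the list alone, with a median of 0.41 (camera adjusted p = 5.26e-08; adjusted p = 0.231 with an estimated correlation). The study chose these genes on these samples, so the list is not independent evidence of its direction. The mesenchymal cadherin gene CDH2 rose by 2.87 (SE 0.48, adjusted p = 0.00211), LOX, which crosslinks collagen, by 2.20 (SE 0.43) and TGFBI by 1.66 (SE 0.43). TGFBI was not called without the untreated array (0.96), 4 h (adjusted p = 0.0522), day 5 (0.0529), day 6 (0.0534) or day 8 (0.0555). PLA2G4A was the member that fell, by 1.06 (SE 0.14), with -0.95 without the untreated array and -0.98 without day 5, under the limit. The difference was 0.37 for VIM (SE 0.20, adjusted p = 0.242), 0.21 for MUC1 (SE 0.13, adjusted p = 0.321), -0.26 for STAT3 (SE 0.13, adjusted p = 0.225) and -0.09 for the polarity gene SCRIB (SE 0.13, adjusted p = 0.724), and none of these was called. The value for SCRIB became 0.011 with day 1 moved to the middle window.

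EMT transcription factors had 1 of 19 members higher, 0 lower and 18 not called, also 1 adjusted over the list alone, with a median of 0.07 (camera adjusted p = 0.0963; called higher by fry, adjusted p = 0.0262). The member that rose was RUNX2 (1.01, SE 0.15; 0.95, 0.94 and 0.94 without day 1, day 5 and day 8, under the limit), and ZEB1 was higher by 0.92 (SE 0.16) and SNAI2 by 0.85 (SE 0.14), below the limit of 1 log2. Epithelial junctions and polarity had 1 of 34 members higher, 1 lower and 32 not called, 2 and 1 adjusted over the list alone, with a median of 0.05 (camera adjusted p = 0.515). ERBB3 rose by 1.28 (SE 0.18) and CXADR fell by 1.12 (SE 0.19), with -0.91 without the untreated array and -0.99 without day 8, under the limit. CDH1, the gene of E-cadherin, which was picked after its values were seen, was higher by 0.65 (SE 0.13, adjusted p = 0.00543) and was not called at this limit. Luminal mammary markers had 0 of 21 members called and a median of -0.04 (camera adjusted p = 0.934), with KRT7 at 0.91 and XBP1 at -0.84 below the limit of 1 log2. The basal and myoepithelial markers had 2 of 20 members higher, 0 lower and 18 not called, with a median of 0.05 (camera adjusted p = 0.119). Immune cell markers had 2 of 20 members lower, LAPTM5 (-2.39) and CD14 (-1.22), 0 higher and 18 not called, with a median of -0.10 (camera adjusted p = 0.175; called lower by fry, adjusted p = 0.0147). Endothelial markers had 0 of 14 members called, with a median of -0.06 (camera adjusted p = 0.776). Over all 42 lists, camera called 16 higher and 8 lower in this comparison.

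**Figure D2:**
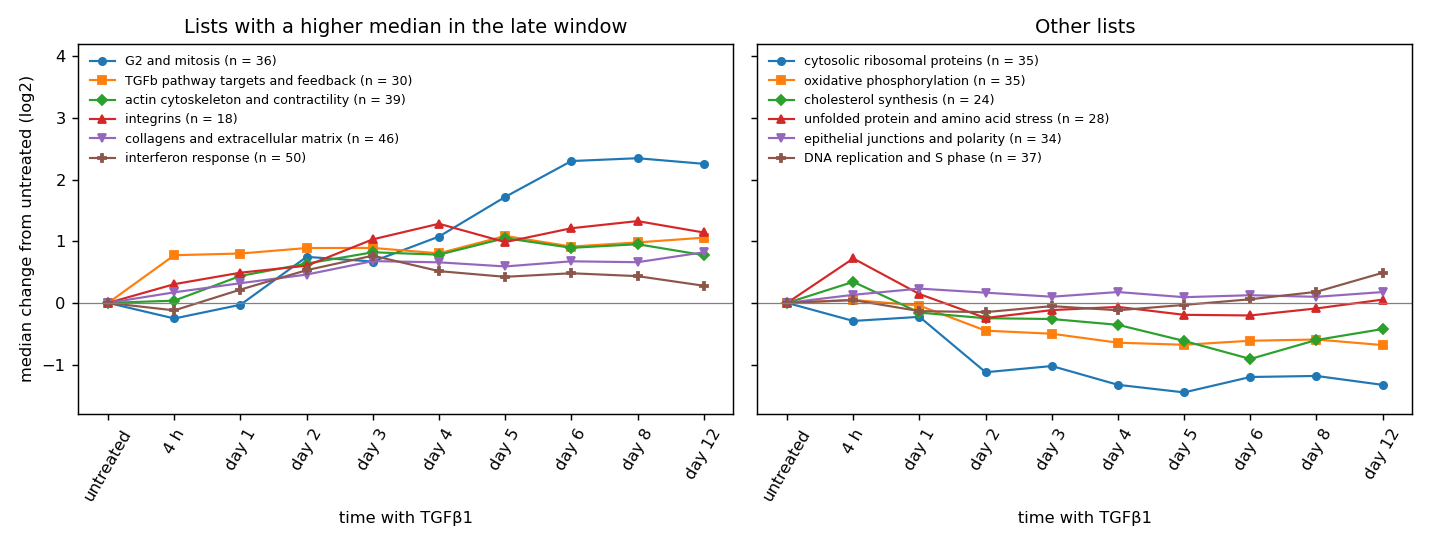
Median log2 change from the untreated array for 12 gene lists at each time with TGFβ1 (time points evenly spaced, n genes per list in the legend, 1 array per point). The G2 and mitosis list went from -0.25 at 4 h to 2.35 at day 8, and cytosolic ribosomal proteins from -0.23 at day 1 to -1.12 at day 2.

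The comparison of the middle with the early window asked what had changed by days 2 to 4. AMTN rose from 2.91 ± 1.40 (SD, n = 3) to 8.31 ± 0.83 (SD, n = 3), a log2 difference of 5.39 (SE 0.66, adjusted p = 0.00154). FN1 rose by 4.51 (SE 0.68), the receptor tyrosine kinase gene EPHA4, at 1.78 near background in untreated cells, by 3.88 (SE 0.66), and the metalloprotease genes MMP2 and MMP12 by 3.49 (SE 0.44) and 3.37 (SE 0.39), the early mean of MMP12 (1.47) being near background. The long non-coding RNA CCAT1 fell by 4.04 (SE 0.84; not called without 4 h, adjusted p = 0.0535, or day 2, adjusted p = 0.0586), REG1A by 3.50 (SE 0.62), the guidance gene SLIT2 by 3.21 (SE 0.34) and S100A7, to a level near background, by 2.86 (SE 0.43). Collagens and extracellular matrix had 14 of 46 members higher, 0 lower and 32 not called, 17 higher adjusted over the list alone, with a median of 0.41 (camera adjusted p = 3.57e-10; adjusted p = 0.221 with an estimated correlation). The interferon response list had 10 of 50 members higher, 0 lower and 40 not called, also 10 adjusted over the list alone, with a median of 0.51 (camera adjusted p = 8.89e-14; adjusted p = 0.149 with an estimated correlation). Its members GBP2, DDX60L and STAT2 rose by 1.97, 1.55 and 1.17. The G2 and mitosis list had 16 of 36 members higher, 0 lower and 20 not called, also 16 adjusted over the list alone, with a median of 0.93 (camera adjusted p = 1.01e-21; adjusted p = 0.221 with an estimated correlation).

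Cytosolic ribosomal proteins fell by then, with 19 of 35 members lower, 0 higher and 16 not called, also 19 adjusted over the list alone, and a median of -1.02 (camera adjusted p = 1.33e-23; adjusted p = 0.124 with an estimated correlation). Oxidative phosphorylation had 2 of 35 members lower, 0 higher and 33 not called, 3 lower adjusted over the list alone, with a median of -0.54 (camera adjusted p = 1.62e-15; adjusted p = 0.105 with an estimated correlation). In the stress list, ASNS fell by 2.36, SLC7A11 by 2.56 and PSAT1 by 2.06. The middle minus early window genes numbered 667, with 424 higher and 243 lower, and camera called 12 lists higher and 7 lower. The count was 1092 without day 1, 439 without day 4 and 448 without the untreated array.

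The comparison of the late with the middle window asked what still changed after day 4. Genes that act in cell division were among the largest rises. AQP9, a water and glycerol channel gene, rose from 3.00 ± 0.81 (SD, n = 3) to 5.15 ± 0.35 (SD, n = 4), with adjusted p = 0.0176. The mitotic checkpoint kinase gene TTK rose by 1.80 (adjusted p = 0.0154), DIAPH3 by 1.78 (adjusted p = 0.0324), RRM2 by 1.75 (adjusted p = 0.0473), the cohesin protector gene SGO1 by 1.74 (adjusted p = 0.00456) and CDK1, the kinase that starts mitosis, by 1.72 (adjusted p = 0.0206). AZGP1 fell by 2.48 (adjusted p = 0.0159), PI3 by 1.91 (adjusted p = 0.00509), PLA2G2A by 1.90 (adjusted p = 0.0206) and INSIG1 by 1.75 (adjusted p = 0.0176). The G2 and mitosis list had 23 of 36 members higher, 0 lower and 13 not called, 25 higher adjusted over the list alone, with a mean difference of 1.24 (camera adjusted p = 2.49e-64; adjusted p = 0.105 with an estimated correlation). The DNA replication and S phase list had 1 of 37 members higher, 0 lower and 36 not called, 2 higher adjusted over the list alone, with a median of 0.39 (camera adjusted p = 1.90e-11; adjusted p = 0.221 with an estimated correlation). Cholesterol synthesis had 2 of 24 members lower, 0 higher and 22 not called, also 2 adjusted over the list alone, with a median of -0.27 (camera adjusted p = 1.65e-06; adjusted p = 0.221 with an estimated correlation). The interferon response list had 1 of 50 members lower, 0 higher and 49 not called, also 1 adjusted over the list alone, with a median of -0.18 (camera adjusted p = 2.21e-05; adjusted p = 0.231 with an estimated correlation). In all 72 genes rose and 17 fell, and camera called 8 lists higher and 6 lower. The total of 89 rests on single arrays, since it was 2 without day 3, 6 without day 2, 7 without day 8, 19 without day 6 and 43 without day 12, and 1 with day 5 moved to the middle window. Of the genes named here for this comparison, SGO1 was called with any 1 array left out, and the others were not called without day 3.

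The regression on time asked which genes followed a smooth course over all 10 arrays. By the largest change from untreated cells, AMTN (6.81, at day 4), FN1 (6.81, at day 8), POSTN (6.34, at day 8), EPHA4 (5.86, at day 2), ACKR3 (5.64, at day 8) and TNC (5.54, at day 5) led the genes that rose, with adjusted p between 2.27e-06 for POSTN and 0.00936 for EPHA4. REG1A (-6.47, at day 8), CCAT1 (-5.94, at day 2), S100A7 (-4.71, at day 5), AZGP1 (-4.58, at day 8), the serpin gene SERPINB13 (-4.47, at day 12) and PLA2G2A (-4.39, at day 12) led those that fell, with adjusted p between 5.55e-06 for PLA2G2A and 0.0218 for CCAT1, which did not pass without the untreated array (adjusted p = 0.0719) or 4 h (adjusted p = 0.0747). POSTN, ACKR3 and EPHA4 in untreated cells (1.75, 1.56 and 1.78) and REG1A and S100A7 at their lowest were near background. The sizes of their changes may be understated. CDH1, which was higher in the late than in the early window, also passed (R2 = 0.817, adjusted p = 0.0133). ID1 did not pass (R2 = 0.0222, adjusted p = 0.951). In all 2058 genes or 8.65% passed, 1240 higher and 818 lower. The largest change fell on day 8 for 358 of the higher genes and on day 6 for 221 of the lower ones. The count of time trend genes was 1576 without the untreated array, 1022 with an ordinary F test and 430 with a straight line in time.

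The last comparison asked when along the course the cells moved. Among genes called between the late and early windows, IL1B had passed the midpoint of its late change by 4 h, FN1 by day 1, MMP2 and KIF20A by day 2, POSTN by day 3, REG1A by day 4 and CDK1 by day 5. Of the 694 genes that rose, 8.65% had passed it by 4 h, 30.6% by day 1 and 71.0% by day 2. Of the 390 that fell, 8.97% had passed it by 4 h, 27.7% by day 1 and 76.7% by day 2. These genes were chosen by a difference between arrays up to day 1 and arrays from day 5, which favours midpoints after day 1. Among genes chosen instead by a late window at least 1 log2 from untreated cells, 35.9% of 1353 higher and 40.0% of 910 lower genes had passed the midpoint by 4 h, and 61.0% and 64.9% by day 1, a choice that rests on the 1 untreated array. The root mean square log2 difference between successive arrays over all genes was largest from untreated to 4 h, at 0.452, and next largest from day 1 to day 2, at 0.391, where 337 genes were at least 1 log2 higher and 224 lower. From day 2 to day 8 it lay between 0.281 and 0.310 per step, and it was 0.330 from day 8 to day 12. By step size between successive time points, divided by the square root of the days between arrays, the first step was 2.82 times the next largest, against 1.155 times undivided. The first principal component held 47.3% of the variance, the second 13.7% and the third 10.4%. These steps come from single arrays and were not tested.

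**Figure D3:**
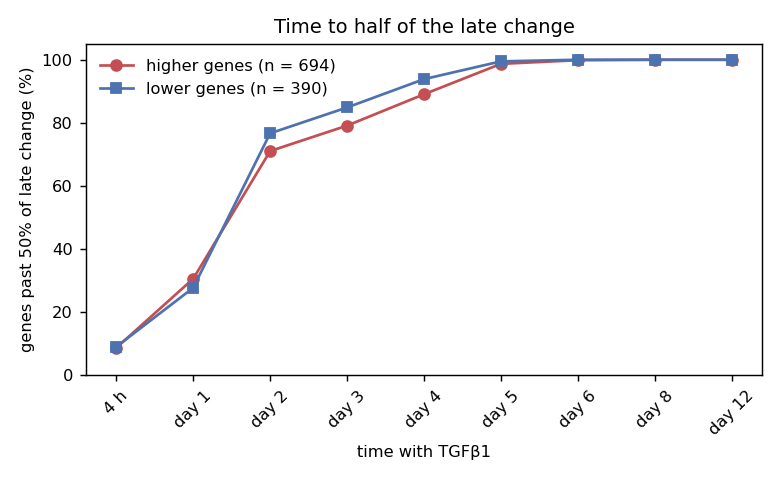
Share of genes, in percent, past the midpoint of their late change at or before each time with TGFβ1, among 694 genes higher and 390 genes lower in the late than in the early window. By day 2 the lines stand at 71.0% and 76.7%, and the choice of these genes by window favours midpoints after day 1.

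**Figure D4:**
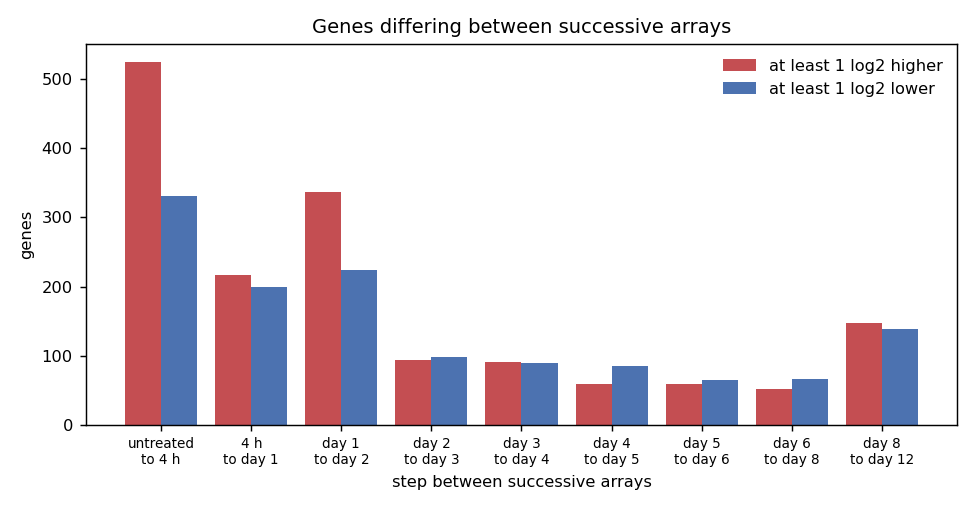
Number of genes at least 1 log2 higher or lower between each pair of successive arrays (bars from 0, 1 array per time point). The untreated to 4 h step holds 525 higher and 331 lower genes, and the day 1 to day 2 step 337 and 224.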

Values the study reported

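The study reported measuring 23,787 gene transcripts by microarray in cells treated with TGFβ at 10 ng/mL and sampled over 12 days.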

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

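The tests of random signal loss, of the untreated array alone, of all cycle genes alike and of compressed high values were chosen only after the result was seen, and the test of the distribution of the untreated array uses an alternative added once that array was seen to stand apart.

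The untreated array lay farther from the other 9 arrays than they lay from each other in 5 summaries of the arrays. Its lower quartile was 1.80 (others 1.64 to 1.70), its upper quartile 4.99 (others 5.10 to 5.17) and its standard deviation 2.12 (others 2.17 to 2.20). The median absolute deviation of its genes from their median over arrays was 0.238 (others 0.0994 to 0.162) and its mean correlation with other arrays, across genes, 0.960 (others 0.973 to 0.983). Chance marks about 1 in 20 groups in this way, the 5 summaries are not independent of each other, and the 10 arrays are not replicates of 1 group. A narrower distribution of values on this array as the source of the gap at 4 h is argued against, because 887 genes were still at least 1 log2 apart after the array took the mean distribution of the others, more than the 337 and 224 of the step from day 1 to day 2. Loss of signal at random alone would leave the TGFβ pathway targets no different from matched lists, and their median at 4 h lay at percentile 100. TGFβ1 itself would raise these targets whether or not signal was also lost, so this test cannot decide the point. A difference in RNA or handling of the untreated cells that acts on particular genes stays open, as does an early response to TGFβ1. The study harvested all plates together, so the untreated array shares its harvest with the treated ones, but it has no replicate.

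The G2 and mitosis genes were higher from day 2 onwards. The untreated array alone is argued against, since without it the median late minus early difference was 2.33, against 2.36 with it. A larger share of cycling cells with all cycle genes alike would also raise the DNA replication and S phase list. That list had a median difference of 0.18 and an upper quartile of 0.41. Its median expression was 3.11, near the array medians of 2.92 to 2.98, against 4.65 for the G2 and mitosis list. Differences at low values may be understated, so the comparison does not decide the point. A different share of cells in mitosis, or a difference in culture density between plates, may still contribute. Both are untested here, because the arrays measure neither and each time point, untreated cells included, has 1 array.

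The cytosolic ribosomal protein genes were lower, with a median change of -0.29 at 4 h and -0.23 at day 1 and a larger one, of -1.12, at day 2. Compression of all highly expressed genes is argued against, since the list's median of -1.11 lay at percentile 0 of lists matched on expression, whose median was -0.02 and lowest value -0.35. A loss of short abundant transcripts cannot be told apart from a specific fall, since 34 other such transcripts had a median of -0.43 with quartiles of -0.64 and -0.31, a range that reaches past 0.5 of the fall of the ribosomal genes. Lower ribosome biogenesis as a whole cannot be told apart either, since 35 ribosome biogenesis factors had a median of -0.55 with quartiles of -0.81 and -0.31.

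For late against early, the real split of the 7 arrays called 1084 genes, and the highest of the other 34 of 35 splits called 259. The arrays are ordered in time and the real split keeps the earliest together, so any steady drift favours it. The result shows that arrays near in time were alike, and does not settle the source of the count. For the lists, the real split called 24, the most of the 35 (1 of 35 as large), but the highest other called 23. The number of lists hardly separates the real split from others, and chance is not excluded. For late against middle, the real split called 89 genes and the highest other 1, with the same limit, and the 89 became 2 without day 3. For the lists, 6 of 35 splits called as many as the real 13 and the highest other called 16, so chance is not excluded. Here the lists were adjusted over the 42 of 1 comparison, and over all 126 tests the real split called 8 higher and 6 lower. For middle against early, the 10 splits are too few for a share under 0.05. The real split called 667 genes with limma against 0 for the highest other, and 19 lists against 19, with 2 splits as large. For the course over time, the real order of the arrays called 2058 genes. The highest of the other orders among 100 draws called 1110, with a median of 0. These draws ask only whether the arrays follow an order in time, which likeness between neighbouring arrays is enough to give.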

How the results depend on the processing

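The untreated array given the mean distribution of the other arrays, cyclic loess for the lists, the 4 h array as the baseline for midpoint times and other choices of genes for these times were chosen after the data were seen. No paired analysis was possible because each group has 1 array and the labels carry no replicate numbers that pair. Leaving out each array in turn gave 880 to 1473 late minus early window genes, 439 (without day 4) to 1092 (without day 1) middle minus early window genes, 2 to 110 late minus middle window genes (2 without day 3, 6 without day 2, 7 without day 8, 19 without day 6, 43 without day 12), 1576 to 2200 time trend genes, and 54 to 61 for gene list shifts, against 57 with all arrays. The time trend genes numbered 1022 with an ordinary F test and 430 with a straight line, and late minus middle window genes 1 with day 5 in the middle window. For 4 h against untreated the count went from 856 to 251 against the mean of untreated and day 1, with 20 of 24 named genes moved, and to 174 at 1.5 log2, a stricter limit, at which transient genes at 4 h went from 131 to 14. Gene list shifts went from 57 to 0 by camera in limma with an estimated correlation (12, 9 and 6 of 42 lists at unadjusted p of at most 0.05 for late against early, middle against early and late against middle) and to 44 by fry, with 39 called by both, 18 by camera alone and 5 by fry alone (EMT transcription factors for late and for middle against early, immune cell markers for late against early, fibroblast markers and arachidonic acid metabolism for middle against early). The ratio for step size between successive time points went from 1.155 to 2.82 per square root of days, since the first interval is the shortest. SCRIB, late minus early, went from -0.09 to 0.011 with day 1 in the middle window, and left-out arrays gave -0.18 (without day 12) to 0.011 (without day 1). The midpoint time depends on the choice of genes. The percent past it by day 2 (all, higher, lower) went from 73.1, 71.0 and 76.7 to 82.2, 79.6 and 86.4 for genes that pass the time trend, to 88.2, 86.1 and 91.3 for genes at least 1 log2 from untreated late on, and to 80.5, 78.2 and 84.4 with day 1 in the middle window. The baseline of untreated and day 1 holds a treated array, which by design shrinks any difference at 4 h that lasted to day 1. Apart from this, the stricter limit and the short interval, the cause was not tested. Among named genes and lists, each counted per comparison, 1506 values outside left-out arrays kept their direction and their side of the limit. For genes at 4 h, which have no call, this means a shift under the median residual SD. A further 126 kept direction and lost the call (57 list tests with an estimated correlation, 18 list tests by fry, 18 gene values with day 5 and 13 with day 1 in the middle window). With an array left out, 2040 kept their side and 139 lost the call. For late against early, 44.0% of simulated shifts of 1 log2 were recovered and 92.8% of shifts of 1.5 log2. A call needs a difference of at least 1 log2, so the first share reflects that limit as well as the number of arrays.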

Other observations

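The values in this part were chosen after they were seen, come from single arrays and were not tested. On day 12, 124 genes were at least 1 log2 higher than the mean of days 6 and 8 and 118 lower, against 26 and 42 for day 8 over the mean of days 5 and 6. The comparison for day 8 spans fewer days, so these counts are not like for like. NT5E, which encodes the ecto-nucleotidase CD73, was higher by 2.66, CCAT1 by 2.27, the ephrin receptor gene EPHA2 by 1.93, the cyclin gene CCND1 by 1.82, THBS1 by 1.79 and GDF15 by 1.68. MMP13, the gene of a collagenase, differed by -2.37, the costimulatory receptor gene CD86 by -2.33, SERPINB13 by -2.12, the death ligand gene TNFSF10 by -1.75 and KRT15 by -1.74.

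On day 12 the DNA replication and S phase list had a median of 0.38 against days 6 and 8 (percentile 100 of matched random lists), with the licensing gene CDC6 higher by 1.58, CCNE2 by 1.46, MCM10 by 1.32 and CLSPN by 1.04. The unfolded protein and amino acid stress list had a median of 0.34 (percentile 100), while the actin list had one of -0.23 and basal and myoepithelial markers one of -0.33 (percentile 0 for both). The G2 and mitosis list had a median of 0.01 (percentile 54.9).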
